A study of Mus musculus with 168 samples.

How the data were processed

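RNA was measured in neurons cut by laser from frozen sections of mouse midbrain, brainstem and lumbar spinal cord. Per the labels' protocols, about 150 cells were pooled in each tube, lysed directly and turned into a library by Smart-seq2, a full-length cDNA method, followed by Tn5 tagmentation. The material was polyA RNA. There were 168 libraries from 34 mice, 19 with spinal muscular atrophy (SMA) and 15 controls. Mouse and population together defined 160 samples, because 8 of them had more than 1 library. The RPKM of libraries from the same mouse and population were averaged, and the mouse was the replicate throughout. Per the labels, some ocular libraries held the oculomotor or the trochlear nucleus alone. For some ocular mice the average therefore joined libraries of different nuclei, and for others only the oculomotor nucleus was sampled. At day 5 this followed genotype in part. Most ocular control mice of that age had libraries of single nuclei, while every SMA library held both nuclei.

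The authors deposited a single table of RPKM, which are reads scaled to gene length and library depth, with 39410 rows and the 168 libraries as columns. Each column matched the labels of its own library. In 8942 rows every library had 0. The aligner, read counter, genome build and annotation are not stated in the labels or in the table. The labels of the 5 lumbar control libraries at day 5 say that reads of an earlier deposit were added at mapping. Gene names were matched to GENCODE M21 (GRCm38), which gave a position for 35356 rows (89.7%). Coordinates are from that annotation and are not the authors'. Whether the authors' counting used strand, or split reads between near-identical copies, is not stated, so overlapping genes, pseudogenes and close paralogs such as Bglap and Bglap2 are uncertain. The same holds for reads shared between mouse Smn1 and the human transgenes.

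Depth was recovered from the table. Low RPKM values of a gene rose in equal steps, each step being 1 read, and the ratio of the steps between libraries gave their relative depth. Of 25318 genes tested, 14173 (56.0%) fell on whole reads in every library. The scale was set with 4172 genes that have a single transcript in GENCODE M21, and 60.3% of them lay within 0.1% of it. The remaining genes did not fall on whole reads in every library, so no table of read counts was built and no count test was run. Reads given for Smn1 and Cdkn1a are RPKM converted with the exon length in GENCODE M21. They are approximate, because these genes have 9 and 5 transcripts there and the length used by the authors is not known. Depth ranged from 0.342 to 16.3 M reads per library (M as in Mb), with a median of 5.89. A floor of 3 reads was used where a gene was at 0. Floors and counting errors cover counting only, since the libraries carry no molecular identifiers and amplified copies are not independent molecules.

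Values were tested as log2(RPKM + 1) with limma 3.58.1 in R 4.3.3, using lmFit and eBayes with a trend. Fold changes are on that scale and understate the change of genes with low values. Each population had its own fit with its 6 groups of genotype and age, so that the groups shared an estimate of spread. A gene entered a fit when its RPKM was at least 1 in as many mouse samples as the smallest group held. P-values were adjusted by the method of Benjamini and Hochberg within each contrast, and the threshold was an adjusted p of 0.05. The tests were two-sided. SMA was compared with control in 18 contrasts of population and age. Further tests asked whether the genotype difference changed with age within a population (an F test over both age terms), whether ocular and lumbar neurons differed in controls, and whether the genotype difference differed between these populations at each age. Gene sets were tested with limma's fry, adjusted over the 18 contrasts for p53 targets and over 90 results for the sets of other cells and of immediate early genes.

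The comparisons, the gene lists and the rule for naming genes were fixed before the data were examined. Named genes were Smn1, the genes of the lists, the 10 genes past the threshold in one direction in the most contrasts, and for ocular and lumbar neurons at each age up to 2 genes with the largest rise and 2 with the largest fall. The last of these had to have mouse values that did not overlap between genotypes and a mean of at least 10 in the higher group. The rule was written for CPM, counts scaled to depth, and was applied to RPKM. The plan also held a count test with a filter on counts, which was replaced by limma and the RPKM filter because the table holds no counts. The lists were motor neuron and regional markers, p53 targets (44 of 45 symbols in the table), an ocular list recalled from the study, sex-linked genes, immediate early genes, and markers of astrocytes, oligodendrocytes, microglia and vessels. A list of spliceosomal small nuclear ribonucleoprotein (snRNP) genes and one of caudal Hox genes were written after the main results were seen. One regional marker is not reported here.

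Mouse numbers in the labels mark one animal across populations, so ocular and lumbar samples of a mouse are paired by animal. Deviations from the group means were correlated across genes between the ocular and lumbar samples of each mouse. In controls the correlation ran from −0.021 to 0.016 at day 2, −0.006 to 0.079 at day 5 and 0.008 to 0.122 at day 10. Fits with the mouse as a block were run as an alternative. The other alternatives were no filter, fits with only the groups compared, each library as its own sample, leaving out each mouse in turn, and for the p53 list limma's camera and the list without Cdkn1a. A fit of the p53 list with the sample means of astrocyte, oligodendrocyte, microglial and vascular markers as covariates was added after the results were seen. A pseudocount of 0.1, quantile normalization and, for Smn1 and the ocular list, no filter were added after the table was seen.

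The procedure was tested on simulated data with the real samples' means and spread. Of 200 genes with a mean of at least 2 on the log2 scale that were changed by 2, 75.0% were recovered in red nucleus, 80.5% in ocular, 77.5% in facial, 83.0% in vagus, 85.5% in hypoglossal and 90.0% in lumbar neurons, over 15890 to 17270 genes. In 12 contrasts without change there were 0 calls. For the change with age 38.5% to 77.5% were recovered, and for the difference between ocular and lumbar neurons 55.0% at day 2, 65.5% at day 5 and 74.0% at day 10. A set of 40 genes raised by 0.5 was found in all 6 populations at an unadjusted fry p under 0.05. The simulated genes varied independently of each other, which real genes of a set may not do. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.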

Results

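Gene expression was profiled in delta7 mice, a model of SMA, and in littermate controls at postnatal days 2, 5 and 10. SMA is a motor neuron disease caused by too little survival motor neuron (SMN) protein. Delta7 SMA mice lack the mouse gene Smn1 and carry human SMN2 together with a human SMN transgene that lacks an exon, while the controls keep both copies of Smn1 on the same transgenes. Motor neurons were taken from the oculomotor and trochlear nuclei (called ocular here), the facial nucleus, the vagus nucleus, the hypoglossal nucleus and the lumbar spinal cord. Red nucleus neurons of the midbrain, which are not motor neurons, were the remaining population. The 6 populations were chosen by the study because they differ in vulnerability to the disease. Day 2 had 6 control and 9 SMA mice, day 5 had 5 of each, and day 10 had 4 control and 5 SMA mice. The 36 groups of population, genotype and age held 3 to 7 mice each. Depth was 0.342 to 16.3 M reads per library (median 5.89; M as in Mb), and the library with the fewest reads was the red nucleus of control mouse 252 at day 10. The next was the facial library of SMA mouse 206 at day 2, with 1.44 M. Libraries had 12121 to 18419 genes above 0, and the 10 most abundant genes took 7.36% to 17.8% of the RPKM.

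Smn1 (chromosome 13, 100124852 to 100137690, plus strand, GRCm38, protein coding) is the gene removed in SMA mice and checks the genotype labels. Control samples had 26.7 ± 12.6 RPKM of Smn1 (SD, n = 72), ranging from 4.32 to 63.3. Of 88 SMA samples 70 were at 0 and the highest was 4.24, so 0 SMA samples exceeded the lowest control. Smn1 was lower in SMA in 18 of 18 contrasts, with limma log2 fold changes from −5.19 to −3.78, SE from 0.29 to 0.511 and adjusted p from 1.59e-11 to 0.000427. With a pseudocount of 0.1 in place of 1 it was past the threshold in 17, and with only the groups compared in the fit it was not past it in vagus and hypoglossal neurons at day 5. In 6 of the 18 SMA groups every sample was at or under 3 reads for the 2592 exon bases of the gene, and there Smn1 was at least 43.1-fold lower. In the other 12 groups the mean was 21.1- to 327-fold lower. In ocular neurons at day 2, with the ratio of 327, the SMA mean of 0.0925 lay under the highest floor of the group, 0.276. The same held for facial, vagus and hypoglossal neurons at day 2 and for red nucleus and vagus neurons at day 10. The ratios of these groups are therefore not exact. The row of the human SMN2 transgene had group means of 84.8 to 199.1 RPKM. It was past the threshold in 0 of 18 contrasts, and 0 had an unadjusted p under 0.05, with log2 fold changes from −0.395 to 0.382 and a lowest adjusted p of 0.664.

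**Figure D1:**
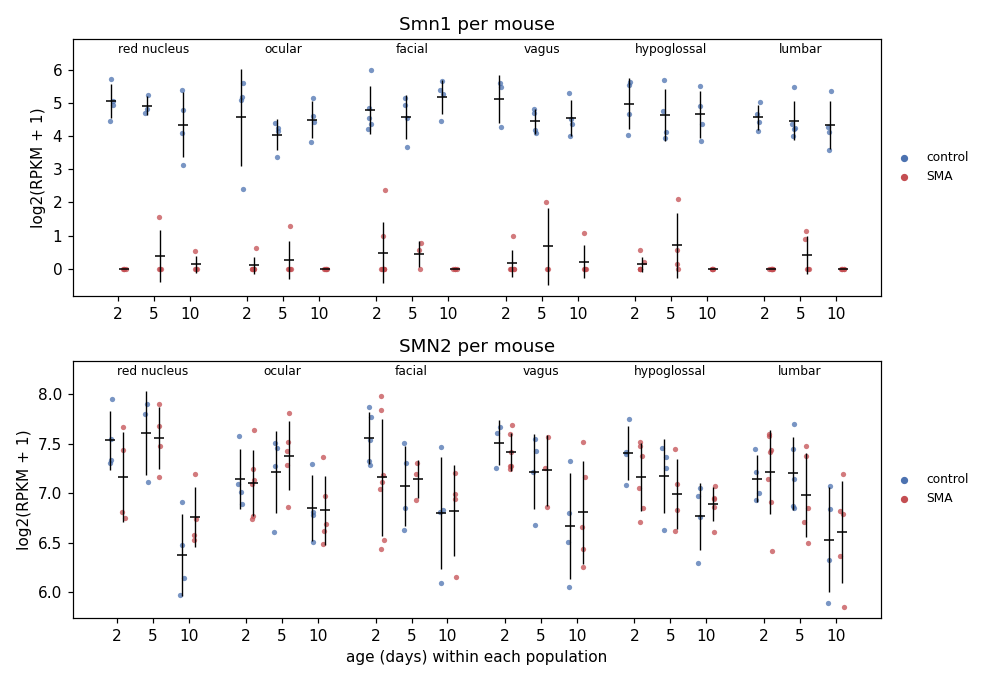
Smn1 and SMN2 in RPKM for each mouse sample by population, age and genotype. Smn1 lies at 4.32 or more in all 72 control samples and at 4.24 or less in all 88 SMA samples, while the SMN2 row overlaps between the genotypes.

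The identity of the captured neurons was checked with markers in controls. Chat, which marks cholinergic neurons, had 0.176 ± 0.514 RPKM in red nucleus (SD, n = 11) and means of 20.2 to 34.0 in the motor populations. Pou4f1 had 227.8 ± 132.3 and Slc17a6 177.4 ± 36.25 in red nucleus (SD, n = 11). Hoxc10 had 84.2 ± 14.4 in lumbar neurons (SD, n = 13) and means under 0.05 elsewhere. Mnx1 had means of 6.50 in hypoglossal and 8.99 in lumbar neurons. The oligodendrocyte gene Mbp was present in all populations, with control means of 21.5 in vagus, 82.01 in facial, 117.1 in ocular and 129.6 in red nucleus neurons and its highest mean in lumbar neurons. In a principal component analysis of 160 samples over 22270 genes, the first component held 10.5% of the variance, and 84.1% of its spread lay between populations and 0.0606% between genotypes. The second held 7.52%, of which 96.1% lay between populations. Across genes, pairs of samples from the same group had a median correlation of 0.933 (293 pairs), pairs of the same population and age but other genotype 0.931 (354 pairs), and pairs from other populations 0.897 (10652 pairs). Genes are not independent replicates, so these correlations describe samples only. Over all 39410 rows, libraries of the same mouse and population correlated at 0.9339 to 0.9751 in 8 pairs. Their medians with libraries of other mice of the group were 0.9326 to 0.9654, so a shared mouse brought little closer agreement. In ocular control mouse 252 (0.9589 against 0.9627) and lumbar SMA mouse 206 (0.9442 against 0.9503) it brought none, and the other pairs were above their medians. No pair of libraries passed 0.976, and none was treated as a duplicate.

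**Figure D2:**
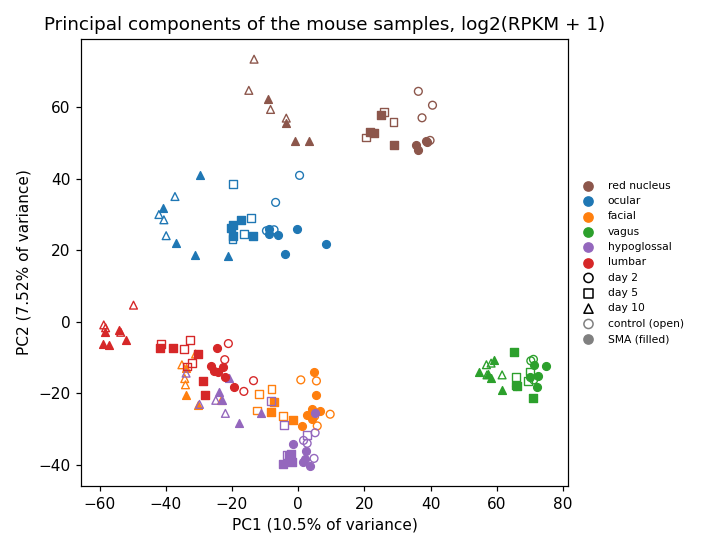
Principal components of log2(RPKM + 1) in 160 mouse samples, each point a mouse and population. The first component (10.5% of the variance) and the second (7.52%) separate populations, and genotypes overlap.

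The first comparison asked which genes differed between SMA and control in each population at each age, using limma and an adjusted p under 0.05. At day 10 lumbar neurons had the most genes, 91.3% of them higher in SMA and 11 lower. Facial neurons had 97 higher and 18 lower, ocular neurons 57 genes (53 higher, 4 lower) and hypoglossal neurons 12 (11 and 1). Red nucleus had 2 at this age, Smn1 and Rab11b-ps2, and vagus had Smn1 alone. At day 5 there were 12 genes in facial, 8 in lumbar and 4 in ocular neurons, the last being Smn1, Cdkn1a, Snrpa1 and Chrac1. In ocular neurons at day 5 the sampling of the nuclei followed genotype in part, and its share in these calls was not separated. Red nucleus, vagus and hypoglossal neurons had Smn1 alone at day 5, as vagus had at day 2. At day 2 there were 21 genes in ocular neurons (16 higher, 5 lower), 7 in red nucleus, 6 in hypoglossal, 4 in facial (Smn1, Snrpa1, Snord13 and Cdc16) and 2 in lumbar neurons (Smn1 and Snrpa1). Chrac1, Rab11b-ps2 and Cdc16 of these short lists are named because the lists hold 5 genes or fewer; Rab11b-ps2 and Cdc16 were chosen after their values were seen. At an unadjusted p under 0.05 the vagus contrasts had 1116, 885 and 760 of 16703 genes at days 2, 5 and 10, and red nucleus had 1522, 498 and 969 of 16134. A gene past the threshold in one population and not in another is not shown to differ between them; that was tested for ocular against lumbar neurons. With each library as its own sample ocular neurons had 100 genes at day 10.

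Single mice moved several of these counts. At day 10, leaving out control mouse 247 gave 77 genes in lumbar, 75 in facial and 37 in ocular neurons. Lumbar neurons had 64 without SMA mouse 250, facial neurons 61 without SMA mouse 258, and hypoglossal neurons 25 without control mouse 253. The ocular count at day 2 ran from 8 without control mouse 244 to 79 without control mouse 28, and the facial count at day 5 from 7 without control mouse 34 to 27 without SMA mouse 61. The red nucleus count at day 2 ran from 1 without SMA mouse 206 to 16 without SMA mouse 209. Quantile normalization shifted the split of the lumbar calls at day 10 to 87 higher and 24 lower, 78.4% higher against 91.3%. The median log2 fold change of all genes in red nucleus was 0.11 at day 2 and 0.134 at day 10, against −0.004 and −0.007 after quantile normalization, and red nucleus changes at these ages are to be read against that shift.

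**Figure D3:**
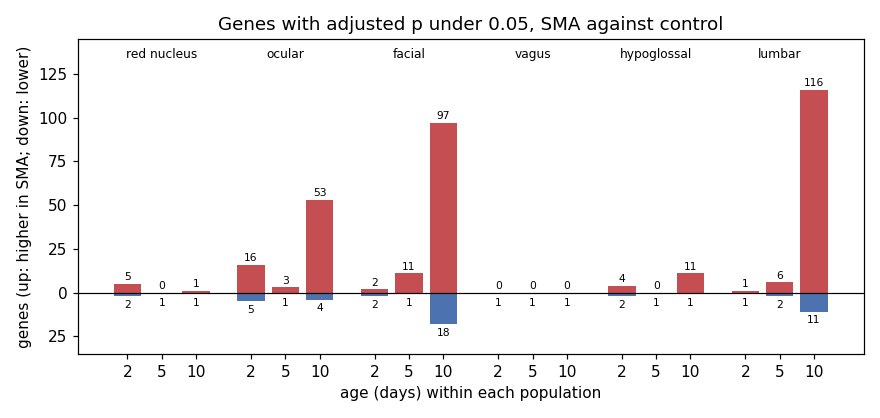
Number of genes past an adjusted p of 0.05 (limma) in SMA against control for each population and age, higher and lower genes shown apart. At day 10 lumbar neurons have the most, 77 of them in that population alone, facial neurons 97 higher and 18 lower, and the counts are 57 in ocular, 12 in hypoglossal, 2 in red nucleus and 1 in vagus neurons.

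At day 2 the library numbers in the labels followed genotype. Control libraries mostly carried numbers below or above those of all SMA libraries, and 2 lay among them. The labels do not say what the numbers stand for. Controls with lower and higher numbers, 3 and 2 mice in facial and 2 and 2 in hypoglossal and lumbar neurons, differed in 10, 3 and 1 genes, against 4, 6 and 2 between SMA and control. In lumbar neurons the 2 lower controls are those that lay among the SMA libraries, so they are not a set apart. The grouping also parts the sexes: in hypoglossal and lumbar neurons the lower controls were female and the higher ones male, and in facial neurons 2 of 3 lower ones were female and both higher ones male. Of these 14 results 12 have a position, 0 lie on X or Y, and 0 were past the threshold in SMA against control in the same population. Hcrt was higher in the controls with higher numbers in all 3 populations, by log2 differences of 5.128 in facial (SE 0.849, limma adjusted p 0.00672), 5.204 in hypoglossal (SE 0.842, adjusted p 0.0138) and 5.73 in lumbar neurons (SE 0.89, adjusted p 0.00936). Pmch was higher in facial (5.153, SE 0.809, adjusted p 0.00432) and hypoglossal neurons (6.851, SE 0.853, adjusted p 0.00031). In facial neurons Avp (6.541, SE 0.592, adjusted p 5.07e-07) and Oxt (6.407, SE 0.693, adjusted p 1.01e-05) were higher too. Hcrt, Pmch, Avp and Oxt were named after their values were seen. The controls with higher numbers were the same mice in all 3 populations, so these results are not independent. Ocular neurons and red nucleus had 1 control with a high number and were not compared in this way. At days 5 and 10 the ranges overlapped between genotypes, and most numbers ran by mouse. At day 5 all lumbar libraries, of both genotypes, had numbers above those of the other populations.

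Genes shared between populations were counted next. Beside Smn1, past the threshold in 18 contrasts, the genes past it most often were Snrpa1 in 9, Cdkn1a in 7, Snord13 in 6 and Plk2 in 5 contrasts, all higher in SMA. Next came 8 genes with 4 each; Fas, Dcxr, Trim72, Gtse1, Cox6b2 and Fam212b are the 6 of them with the larger mean absolute log2 fold change. Snrpa1 (chromosome 7, 66059003 to 66074587, plus strand, GRCm38), a component of the U2 small nuclear ribonucleoprotein, was higher in ocular, facial and lumbar neurons at all 3 ages, with log2 fold changes from 1.16 to 1.74. In lumbar neurons at day 10 it went from 41.9 ± 4.65 RPKM (SD, n = 4) to 127.1 ± 17.66 (n = 5), with a log2 fold change of 1.57 (SE 0.205, limma adjusted p 4.19e-05). Its estimate was positive in 17 of 18 contrasts, and it was past the threshold in 4 when only the groups compared were fitted. With 1 mouse left out, the Snrpa1 call was lost in 10 of 12 fits in facial neurons at day 2. In ocular neurons at day 5 it was lost in 7 of 9 fits, and in facial and lumbar neurons at day 5 in 0. Cdkn1a (chromosome 17, 29090976 to 29100727, plus strand, GRCm38), which encodes the cell cycle inhibitor p21, had a positive estimate in all 18. It rose at day 10 from 3.94 ± 1.66 RPKM (SD, n = 4) to 231.6 ± 60.57 (n = 5) in ocular neurons, a log2 fold change of 5.60 (SE 0.353, limma adjusted p 1.79e-11). The values at that age were 5.71 (SE 0.615, adjusted p 1.77e-06) in facial, 4.85 (SE 0.405, adjusted p 7.79e-09) in lumbar and 4.04 (SE 0.534, adjusted p 0.000213) in hypoglossal neurons. In red nucleus and vagus neurons at day 10 Cdkn1a had log2 fold changes of 0.948 and 0.18 and was not past the threshold. Snord13 (chromosome 8, 31149864 to 31149967, minus strand), a small nucleolar RNA gene, rose by 2.68 to 4.76 and Plk2 by 1.69 to 2.97 where they passed. In hypoglossal and lumbar controls at day 10 Fas was listed at 0 in all 4 mice, against 9.37 ± 5.00 and 12.98 ± 6.477 RPKM in SMA (SD, n = 5).

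**Figure D4:**
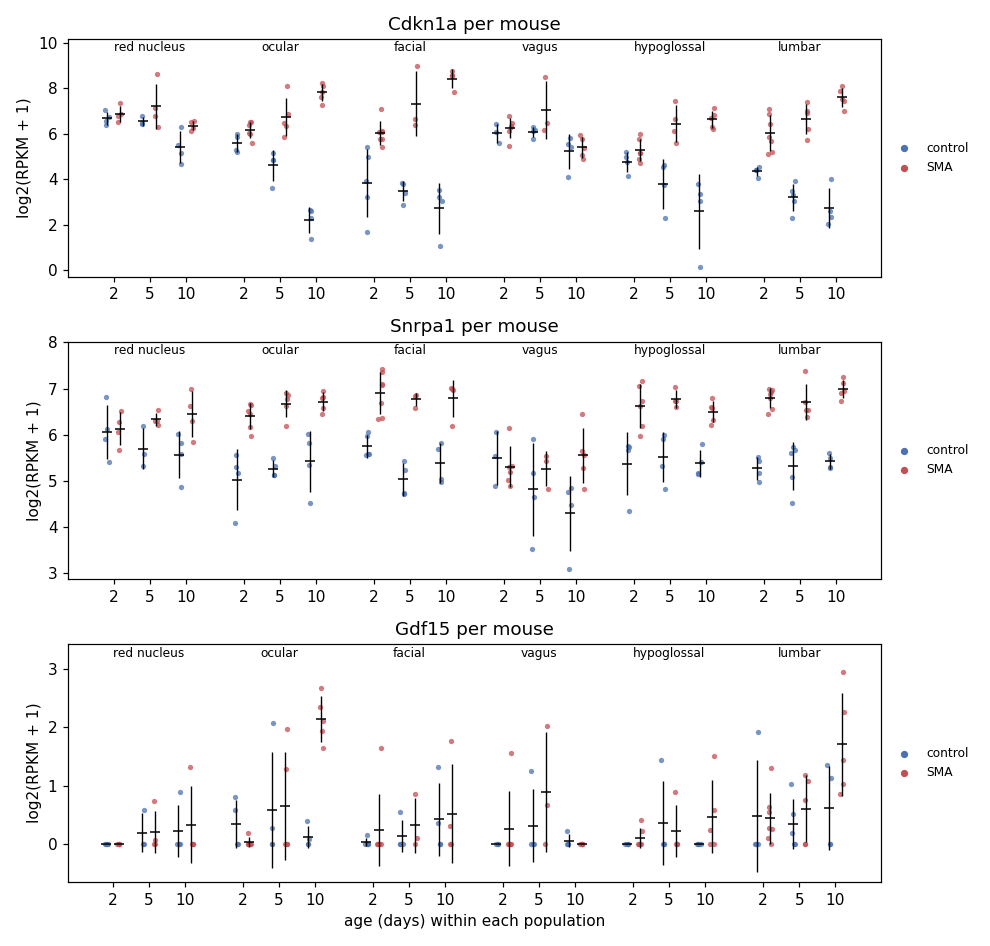
Cdkn1a, Snrpa1 and Gdf15 in each mouse sample by population, age and genotype on the log2(RPKM + 1) scale; points are mice and bars the mean ± SD. Cdkn1a in ocular neurons at day 10 separates at 3.94 against 231.6 RPKM on average, whereas in vagus neurons it averages 40.02 and 43.31.

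Past the threshold in 3 or more populations at the same age were 2 genes at day 2 (Smn1 and Snrpa1), 3 at day 5 (these and Cdkn1a) and 27 at day 10. Facial and lumbar neurons shared 43 genes at day 10, ocular and lumbar 31, ocular and facial 30, and hypoglossal neurons shared 11 of their 12 with ocular and 10 with lumbar neurons. The samples of different populations came from the same mice, so these lists are not independent. In a single population at day 10 were 77 of the lumbar genes (60.6%), 67 of the facial (58.3%) and 21 of the ocular genes (36.8%). The log2 fold changes at that age correlated across genes at 0.333 between ocular and facial, 0.325 between facial and lumbar and 0.293 between ocular and lumbar neurons.

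Because Cdkn1a is a target of the p53 protein, a fixed list of p53 targets was tested as a set with limma's fry. It was higher in SMA past the threshold in 13 of 18 contrasts. At day 10 its median log2 fold change was 0.974 in facial (36 of 41 genes higher, adjusted p 4.63e-12), 0.78 in lumbar (36 of 39, adjusted p 2.59e-08), 0.736 in ocular (33 of 40, adjusted p 1.81e-08) and 0.593 in hypoglossal neurons (32 of 37, adjusted p 7.84e-07). Vagus neurons had 0.065 (22 of 37, adjusted p 0.266). Red nucleus had 0.259 (29 of 34, adjusted p 0.00677) where the median of all genes was 0.134. At day 2 the set was past the threshold in facial (0.36, adjusted p 7.07e-06), lumbar (0.264, adjusted p 0.00763) and hypoglossal neurons (0.298, adjusted p 0.0476). At day 5 it was past it in every population except red nucleus (0.073, adjusted p 0.278), with vagus at 0.25 (adjusted p 0.0297). With camera and an estimated correlation 10 contrasts passed, without red nucleus at day 10 (adjusted p 0.0895), vagus at day 5 (0.0581) and hypoglossal neurons at day 2 (0.193). With camera's preset correlation of 0.01, 12 passed, and without Cdkn1a in the list 13.

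**Figure D5:**
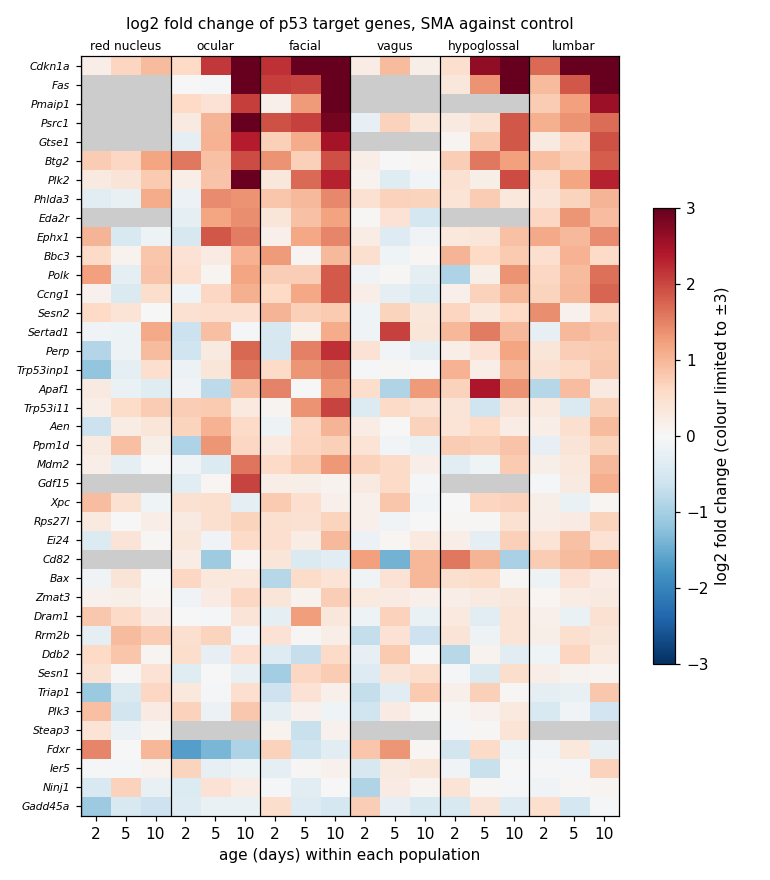
Log2 fold change (SMA against control, limma) of p53 targets tested in at least 9 contrasts, by population and age; the colour scale ends at 3 either way and grey marks a gene not tested. The set medians at day 10 are 0.974 in facial, 0.78 in lumbar, 0.736 in ocular and 0.593 in hypoglossal neurons.

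In ocular neurons at day 10 the largest rises under the naming rule were Cdkn1a and Iapp. Iapp was listed at 0 in all 4 controls and had 36.1 ± 18.9 RPKM in SMA (SD, n = 5, limma adjusted p 7.8e-13). Falls were seen for Calcb, from 903.1 ± 218.6 to 386.6 ± 117.9 RPKM (log2 fold change −1.26, SE 0.248, adjusted p 0.00984), and Nefm, from 4982 ± 486 to 3281 ± 388 (−0.61, SE 0.122, adjusted p 0.0124). At day 5 Chrac1 rose by 2.11 (SE 0.33, adjusted p 0.00532) and at day 2 Mrps34 by 3.16 (SE 0.505, adjusted p 0.00524), while Msl3 fell by 1.46 (SE 0.298, adjusted p 0.0396). The Msl3 call was lost in 8 of 10 fits that left out 1 mouse and under 3 other settings. The Mrps34 call was lost in 0 such fits and under 1 setting. The row Cbx6_ann3, which has no position in the annotation used, went at day 2 from 0 in 3 of 4 controls to 13.8 ± 7.78 RPKM (SD, n = 6, adjusted p 0.000272). In lumbar neurons at day 10 Ly6d went from 0.0988 RPKM, with 3 of 4 controls at 0, to 73.02 ± 62.32 (SD, n = 5, adjusted p 0.000334). Arhgap9 fell by 1.98 (SE 0.363, adjusted p 0.00356) and Lhpp by 1.46 (SE 0.3, adjusted p 0.0107). At day 5 Dcxr rose by 3.33 (SE 0.475, adjusted p 0.000345) and Nutf2 fell by 1.12 (SE 0.199, adjusted p 0.0104).

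A list of 8 genes named by the study as raised in ocular neurons was examined there. Over all genes tested only Gdf15 at day 10 was past the threshold in ocular neurons, from 0.0923 ± 0.148 RPKM (SD, n = 4, 2 at 0) to 3.56 ± 1.25 (n = 5), with a limma adjusted p of 0.0101. With a pseudocount of 0.1 it was not. Adjusted over the list alone, 5 genes passed at day 10: Gdf15 (adjusted p 0.000508), Syt1 and Pak4 (0.0118 each), Cplx2 (0.0195) and Chl1 (0.0204). Syt5 (0.0553) and Aldh4a1 (0.0564) did not pass, and 0 genes passed at days 2 and 5, where 1 and 0 had an unadjusted p under 0.05. The study chose the list on these samples, so this is not independent evidence. Nor do these results show that the rises are particular to ocular neurons. At day 10 Aldh4a1 had a log2 fold change of 1.137 in ocular and 1.358 in facial neurons, while Pak4 had 1.309 and −0.269. Lif did not pass the filter; it was listed at 0 in all 4 controls at each age and had 2.73 ± 2.56 RPKM in SMA at day 10 (SD, n = 5, 1 at 0).

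Whether the genotype difference changed with age was tested within each population. Facial neurons had 18 such genes (16 with a higher log2 fold change at day 10 than at day 2) and ocular neurons 16 (13 higher). The other populations had 0, with 913 genes in red nucleus, 953 in vagus, 1158 in hypoglossal and 1322 in lumbar neurons at an unadjusted p under 0.05. In ocular neurons the difference in Cdkn1a grew by 5.00 on the log2 scale from day 2 to day 10 (limma adjusted p 2.33e-06). This growth was not a rise in SMA alone, because the ocular control mean fell over the same ages, to 3.94 RPKM at day 10. SMA mice had 48 to 91.6 RPKM at day 2 and 152.1 to 304.8 at day 10. A pseudocount of 0.1 gave 9 genes in facial neurons. Leaving out 1 mouse gave 9 to 24 genes in ocular neurons, the lowest without control mouse 254, and 11 to 32 in facial neurons, the highest without SMA mouse 61.

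Ocular motor neurons are largely spared in SMA and lumbar motor neurons are not, so these were compared directly. In controls 661 genes differed at day 2 (216 higher in ocular), 1003 at day 5 (439 higher) and 1267 at day 10 (608 higher). With the mouse as a block, on mice with both populations, the counts were 7 at day 2 (2 mice), 559 at day 5 (4 mice) and 1098 at day 10 (4 mice), and 6, 527 and 984 of them were also past the threshold without the block. At day 5 all lumbar libraries had higher numbers than the ocular libraries, so a difference in preparation and the population cannot be separated at that age. Quantile normalization changed the split at day 2 to 272 higher and 363 lower. Leaving out control mouse 20 gave 269 genes at day 2, control mouse 30 gave 470 at day 5 and control mouse 252 gave 475 at day 10. Hoxc10 was lower in ocular neurons at day 10, with a log2 difference of −6.47 (SE 0.197, limma adjusted p 1.18e-07). The genotype difference itself differed between the 2 populations for 1 gene at day 2, 2900053O20Rik (3.33, SE 0.477, adjusted p 0.00785), named after its values were seen and not past the threshold with the mouse as a block. At days 5 and 10 there were 0, with 930 and 760 genes at an unadjusted p under 0.05.

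Material of other cells was followed with marker sets. Of 90 results for astrocyte, oligodendrocyte, microglial, vascular and immediate early genes, 0 were past the threshold (lowest adjusted p 0.422) and 7 had an unadjusted p under 0.05. The median of the immediate early set was positive in all 18 contrasts, from 0.013 to 0.735. It had the lowest p in facial neurons at day 2 (7 of 7 genes higher, fry unadjusted p 0.00469). The populations share mice, so the 18 medians are not independent. Single genes of these lists were past it in SMA against control: Mbp in red nucleus at day 2 (log2 fold change 2.22, SE 0.375, limma adjusted p 0.0351) and the astrocyte gene Gfap in facial neurons at day 10 (2.81, SE 0.544, adjusted p 0.00742). Sex-linked genes were past the threshold in 0 results of the 18 contrasts. By the balance of Xist and genes of the Y chromosome, the libraries of each of the 34 mice were all of the same sex, and at day 10 there were 2 female and 2 male controls and 4 female and 1 male SMA mice.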

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

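The tests on mouse 14, on mouse 206, on glial and vascular sets and on differences in the p53 targets between populations were chosen only after those results were seen, and the splits of the mice were planned.

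Single samples far from the rest of their group were found 9 times, where chance gives 8.8. Smn1 in ocular neurons of control mouse 14 at day 2 was 2.412 on the log2(RPKM + 1) scale against 5.098 to 5.611 in the other controls, and in lumbar control mouse 29 at day 5 it was 5.485 against 4.022 to 4.363. Snrpa1 was 6.188 in facial SMA mouse 196 at day 10 (others 6.978 to 7.001), 6.14 in vagus SMA mouse 209 at day 2 (4.883 to 5.309) and 4.34 in hypoglossal control mouse 26 at day 2 (5.659 to 5.744). The mean of the p53 targets in facial control mouse 253 at day 10 was 2.203 (2.317 to 2.331). Ocular SMA mouse 31 at day 5 had 19.07 M reads (7.384 to 8.465), the sum of its libraries. Facial SMA mouse 206 at day 2 had 1.439 M reads (4.635 to 6.877) and a Cdkn1a value of 7.08 (5.405 to 6.117). Their number is what chance gives, and apart from mice 14 and 206 no explanation was tested.

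Mouse 14 had 4.32 RPKM of Smn1 in its ocular sample, 51.8 in its red nucleus and 19.7 in its facial sample. The lowest of its other samples, 19.7, lies within the range of the other facial controls (17.6 to 63.3). By the reading first written this spoke against a mislabelled sample; that reading was withdrawn after the value was seen, because the other samples do not test the ocular tube. A mixed or exchanged ocular tube may still account for the value: 4.32 is above the ocular SMA samples of that age, at most 0.555, but it is a single library, so this and ordinary spread cannot be told apart.

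The Cdkn1a value of mouse 206 in facial neurons, 134.3 RPKM, corresponds to about 686 reads at the gene length in GENCODE M21. That gives a counting error of about 3.82%, and the value is 95.9% above the next facial SMA mouse. Counting error alone could not cover that distance, but losses before amplification are not part of it, so a poor library may remain a cause, and with 1 library the explanations cannot be told apart. The reading first written spoke against few reads and was likewise withdrawn after the value was seen. The same mouse had the highest Cdkn1a of the SMA mice of its age in 4 of 6 populations (red nucleus, facial, vagus and lumbar). It ranked 3 of 6 mice in ocular neurons and 5 of 6 in hypoglossal neurons, where it had 28.8 RPKM and the others 25.4 to 61.8. A difference between animals stays open and was not tested.

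The difference between genotypes changed with age for 16 genes in ocular and 18 in facial neurons, by limma's F test. In ocular neurons 1 of 100 splits of the mice within each age, the real one, gave as many genes, and in facial neurons 4 of 100 did, with up to 38 genes in another split. Chance is therefore a poorer account of the ocular than of the facial count. In red nucleus, vagus, hypoglossal and lumbar neurons, where the count was 0, all 100 of 100 splits gave as many. A pseudocount of 0.1 lowered the facial count to 9. Progress of the disease between days 2 and 10 is a candidate explanation that the design offers, and it stays a hypothesis. For Cdkn1a in ocular neurons a fall of the control mean with age is part of the change. Day 2, where library numbers followed genotype, enters each of these counts, and the part of a batch in them was not separated.

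A single gene, 2900053O20Rik, had a genotype difference at day 2 that differed between ocular and lumbar neurons, for a count of 1. Of 100 splits 14 gave as many genes, so chance may account for it, and with the mouse as a block the count was 0. At days 5 and 10 the count was 0, and 100 of 100 splits gave as many at each age.

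The change of the p53 targets at day 10 differed between populations for 10 of 15 pairs, tested with limma's fry on the difference for 41 genes. Red nucleus was below ocular by a median log2 difference of −0.48 (adjusted p 5.59e-06), below facial by −0.634 (5.87e-07), below hypoglossal by −0.288 (0.00312) and below lumbar neurons by −0.487 (8.36e-05). Vagus was below hypoglossal by −0.586 (4.42e-05) and below lumbar neurons by −0.516 (1.01e-06). Ocular exceeded vagus by 0.641 (9.94e-08) and hypoglossal neurons by 0.289 (0.0427), and facial exceeded vagus by 0.747 (1.3e-08) and hypoglossal neurons by 0.361 (0.00405). The 15 pairs share populations and mice and are not independent. Ocular and lumbar neurons did not differ (0.126, adjusted p 0.352). When the mice were regrouped alike in every population, 1 of 50 splits, the real one, gave 10 pairs, and the others gave 0. Under quantile normalization facial against lumbar neurons passed as well (adjusted p 0.0278, against 0.0775 in the main fit). The 10 pairs all stayed past the threshold, which argues against the scaling of the table as the cause. With a pseudocount of 0.1, 8 did, without ocular and facial against hypoglossal neurons. With the mouse as a block the same 10 pairs passed. The captured motor neurons may therefore differ in how far the p53 targets rise, but the red nucleus and vagus controls also start from higher Cdkn1a (45.8 and 40.02 RPKM at day 10, against 3.94 in ocular neurons), and a smaller rise above a higher start was not separated from a weaker response.

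Within populations the p53 targets changed more at day 10 than at day 2 in ocular (median difference 0.652, adjusted p 7.1e-06, 32 of 40 genes), facial (0.717, 1.67e-07, 32 of 41), hypoglossal (0.428, 0.00133, 27 of 37) and lumbar neurons (0.433, 0.000535, 33 of 39). Red nucleus (0.127, adjusted p 0.246) and vagus (−0.054, adjusted p 0.62) were not past the threshold. Over all 18 contrasts the set passed in 13, and 1 of 50 regroupings of the mice, the real one, gave as many, with at most 3 in another. Material of other cells that differs between genotypes would raise the markers of those cells too. Of 16 results for glial and vascular sets in the ocular, facial, hypoglossal and lumbar contrasts at day 10, 0 were past the threshold and 1 had an unadjusted p under 0.05. Their medians ran from −0.302 to 0.597, the highest being astrocyte genes in hypoglossal neurons, where the p53 targets had 0.593, and Gfap alone was past the threshold in facial neurons. The p53 targets were therefore fitted again with the mean of each marker set in the sample as covariates. The set was then past the threshold in 4 of these 4 contrasts, with medians of 0.787 in ocular (adjusted p 1.65e-07), 1.037 in facial (5.41e-09), 0.494 in hypoglossal (5.2e-05) and 0.771 in lumbar neurons (2.19e-08). In the facial contrast the same covariates lowered the number of genes past the threshold to 39. This argues against material of other cells as the whole cause, as far as these markers follow it, while a rise within glia that were captured with the neurons stays open. A response of the neurons to the loss of SMN may explain the rise and remains a hypothesis.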

How the results depend on the processing

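The settings with a pseudocount of 0.1, with quantile normalization and, for Smn1 and the ocular list, without a filter were chosen after the data were seen, and the other settings before. No result for a named gene reversed its direction under the settings run. The p53 targets in ocular neurons at day 2, not past the threshold under any setting, were higher with fry (adjusted p 0.437) and lower with camera (0.994 with an estimated and 0.991 with the preset correlation). In red nucleus at day 5 their median went from 0.073 to −0.008 under quantile normalization. Alternatives that need read counts, which are other size factors, other count tests and thinning of the lumbar controls at day 5, were not run because the table holds no counts. Limma on log2(RPKM + 1), planned as an alternative, became the main test. The cause of the changes listed here was not tested.

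Without a filter on low values the number of genes past the threshold in SMA against control changed from 7 to 1 in red nucleus at day 2, from 1 to 8 at day 5 and from 2 to 4 at day 10. In facial neurons at day 2 it went from 4 to 2, in vagus neurons from 1 to 2 at day 2 and at day 5, and in lumbar neurons at day 2 from 2 to 7. The genes shared by 3 or more populations at day 2 went from 2 to 1, the ocular list from 1 to 2 genes, ocular against lumbar controls at day 2 from 661 to 377, and the change with age in red nucleus from 0 to 2.

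With only the 2 groups compared in the fit, red nucleus had 4 genes at day 2 and 1 at day 10, ocular neurons 3 at day 2, facial neurons 1 at day 2 and 2 at day 5, and hypoglossal neurons 7 at day 10. Vagus and hypoglossal neurons at day 5 had 0 in this fit, so that Smn1 itself was lost there; at an unadjusted p under 0.05 the fits with all groups had 885 and 991 genes. At day 10 the fit kept 39 of 57 ocular, 65 of the facial and 73 of the lumbar genes. With each library as its own sample, red nucleus had 3 genes at day 2, and ocular neurons 12 at day 2, 16 at day 5 and 100 at day 10, and 2 genes of the ocular list passed.

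With a pseudocount of 0.1 red nucleus had 2 genes at day 2, facial neurons 2 at day 2 and 7 at day 5, and vagus neurons 0 at day 5 and 2 at day 10. The genes shared by 3 or more populations were 1 at day 2 and 17 at day 10 (27 with a pseudocount of 1), the ocular list had 0, and 9 genes changed with age in facial neurons. Quantile normalization gave 1 gene in red nucleus at day 2 (0 higher and 1 lower, against 5 and 2), 7 in facial neurons at day 5 and 2 for the difference between ocular and lumbar neurons at day 2. It kept 52 of 57 ocular, 95 of the facial and 98 of the lumbar genes at day 10. The lumbar split moved from 91.3% higher and 11 lower to 87 higher and 24 lower, and that of ocular against lumbar controls at day 2 from 216 and 445 to 272 and 363.

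The replicate block, with mice that had both populations, gave 7 genes at day 2 and 559 at day 5 for ocular against lumbar controls (661 and 1003 without it), and 0 for the difference between these populations at day 2. At day 2 only 2 mice carried that fit. At day 10 it gave 1098 genes for these controls, 984 of them among the 1267 without it. For the difference between these populations at days 5 and 10 and the pairs of populations in the p53 targets it changed no other call. The p53 targets were past the threshold in 10 to 13 of 18 contrasts under the 7 alternatives, and Smn1 in 17 with a pseudocount of 0.1 and in 18 without a filter and under quantile normalization, beside the vagus and hypoglossal neurons at day 5 lost with only the groups compared.

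Leaving out each mouse in turn moved the counts for SMA against control at days 2, 5 and 10 as follows. Red nucleus ranged from 1 to 16, 1 to 12 and 1 to 3 genes. Ocular neurons ranged from 8 to 79, 1 to 9 and 37 to 65, and facial neurons from 1 to 7, 7 to 27 and 61 to 108. Vagus neurons ranged from 1 to 18, 1 to 21 and 1 to 5, hypoglossal neurons from 2 to 25, 1 to 3 and 8 to 25, and lumbar neurons from 2 to 7, 6 to 18 and 64 to 136. At day 2 ocular neurons had 79 genes without control mouse 28 and 8 without control mouse 244, vagus neurons 18 without control mouse 26, hypoglossal neurons 25 without control mouse 28, and lumbar neurons 7 without control mouse 28. At day 5 vagus neurons had 21 without SMA mouse 77, red nucleus 12 without control mouse 75 and lumbar neurons 18 without SMA mouse 46. At day 10 facial neurons had 61 without SMA mouse 258, lumbar neurons 64 without SMA mouse 250 and ocular neurons 37 without control mouse 247. The change with age ranged from 0 to 4 genes in red nucleus, 9 to 24 in ocular, 11 to 32 in facial, 0 to 10 in vagus, 0 to 3 in hypoglossal and 0 to 2 in lumbar neurons. Ocular against lumbar controls ranged from 269 to 583 at day 2, 470 to 791 at day 5 and 475 to 908 at day 10. The difference between these populations ranged from 0 to 5 genes at day 2, was 0 throughout at day 5 and ranged from 0 to 1 at day 10.

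Of 81 results for named genes, 46 kept their side of the threshold under every setting other than leaving out mice, and 57 in every fit that left out a mouse. Those that changed became weaker: 26 with only the groups compared, 15 with a pseudocount of 0.1, 8 without a filter, 3 under quantile normalization and 1 with single libraries, and 87 fits that left out a mouse, against 638 that kept the call.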

Other observations

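Of the tests in this part, those on Snrpa1, the counts without Smn1, the lumbar genes at day 5, the SMN2 row, Hoxa5, the chromosomes of the shared genes, Plk2 and Zfp87, and the reading of the day 2 library numbers with the chromosomes of their genes, were chosen only after the results were seen.

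The counts of SMA against control were set against other splits of the same mice into groups of the same sizes, with at most 100 drawn. As many genes as the real split, counting it, were given in red nucleus by 4 of 35 splits at day 2, 16 of 35 at day 5 and 6 of 35 at day 10, and in vagus neurons by 50 of 84, 18 of 35 and 21 of 100. Hypoglossal neurons had 2 of 100 at day 2, 5 of 35 at day 5 and 1 of 100 at day 10. Ocular neurons had 2 of 100, 3 of 100 and 1 of 100, facial neurons 1 of 100, 1 of 35 and 1 of 35, and lumbar neurons 6 of 100, 1 of 100 and 1 of 100. These counts include Smn1, the deleted gene, which favors the real split, so the splits were also counted for the other genes. As many of these were given in red nucleus by 4 of 35, 35 of 35 and 13 of 35 splits at days 2, 5 and 10, in vagus neurons by 84 of 84, 35 of 35 and 100 of 100, and in hypoglossal neurons by 2 of 100, 35 of 35 and 1 of 100. Ocular neurons had 2 of 100, 5 of 100 and 1 of 100, facial neurons 4 of 100, 1 of 35 and 1 of 35, and lumbar neurons 20 of 100, 1 of 100 and 1 of 100. Where every split is counted, the real split gave 0 such genes. Without Smn1 the counts in red nucleus and vagus neurons, in ocular and hypoglossal neurons at day 5 and in lumbar neurons at day 2 are within what chance may give as counts. The facial count at day 2 is close to that, since without Smn1 it is 3 and another split also gave 3. Another split gave up to 46 genes in ocular and 64 in lumbar neurons at day 10, where the real split gave more, and up to 6 in facial neurons. In ocular neurons at day 2 another split also gave 21. For ocular against lumbar controls 1 of 35, 1 of 100 and 1 of 35 splits gave as many genes at days 2, 5 and 10. Among the 12, 14 and 8 splits that part every pair of samples from one mouse, as the real one does, only the real one gave as many, and the others gave at most 1. For the genes shared by 3 or more populations, 1 of 50 regroupings of the mice, the real one, gave as many at each of the 3 ages. The others gave 0, so this does not rest on Smn1.

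The low counts in red nucleus and vagus neurons might come from a larger spread between their mice. In simulated data with the spread of each population, 83% of changes of 2 log2 units were recovered in vagus and 75% in red nucleus neurons at day 10, against 80.5% in ocular, 77.5% in facial, 85.5% in hypoglossal and 90% in lumbar neurons. Changes of the size of Cdkn1a in ocular neurons would have been found, which argues against spread as the whole cause. Changes of single genes under 2 were not simulated. A set of 40 genes raised by 0.5 was found in 6 of 6 populations, but at an unadjusted fry p under 0.05. The simulated genes varied independently and had a mean of at least 2 on the log2 scale. That set therefore cannot tell whether a small rise of the p53 targets would be found. A weaker response of these populations remains a hypothesis.

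Red nucleus at day 10 held the library with the fewest reads, control mouse 252. Without that mouse the median log2 fold change of the p53 targets there was 0.355 (26 of 34 genes higher, fry unadjusted p 0.00968), against 0.259 with it (29 of 34, unadjusted p 0.00376), so that library was not the source of the rise. The median of all genes without it was 0.12. With camera and an estimated correlation the set was not past the threshold (adjusted p 0.0895).

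A strain variant carried along with the Smn1 knockout could change genes near Smn1 in every population. Among genes past the threshold in 2 or more contrasts, Smn1 left out, 0 of 51 with a position lay within 10 Mb of Smn1, where 0.336 were expected (hypergeometric p 1). Among genes past it in at least 1 contrast, 3 of 239 did (Polk, Enc1 and Mccc2, named after their values were seen), where 1.57 were expected (hypergeometric p 0.209). Of the 51 genes, 49 lie on other chromosomes, so linked variants that change only genes near them do not account for those. A linked variant that changes genes on other chromosomes was not tested. The other 2 are Plk2, past the threshold in 5 contrasts and 10.27 Mb from Smn1, and Zfp87, at a distance of −32.61 Mb (named after its values were seen). In ocular neurons the log2 fold change of Plk2 was higher at day 10 than at day 2 by 2.767 (limma adjusted p 0.0319), which argues against a variant that acts alike at every age as its cause. A variant whose effect changes with age was not tested. For Zfp87 and the 3 genes within the window linked variants stay open.

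Snrpa1 was higher in SMA in 9 contrasts and is the gene other than Smn1 that recurred most, from day 2 on. Under quantile normalization it was past the threshold in 9, which argues against the scaling. It was past it in 7 without a filter, 8 with a pseudocount of 0.1 and 4 with only the groups compared. Leaving out 1 mouse lost the call in most fits in facial neurons at day 2 and in ocular neurons at day 5. A rise of the snRNP proteins as a group is a biological candidate explanation, since SMN assembles snRNPs. The 11 other snRNP protein genes of the list rose past the threshold as a set in 1 of the 9 contrasts, with medians from −0.099 to 0.373 over 18 contrasts, a lowest adjusted p of 0.00335 and 2 contrasts with an unadjusted p under 0.05. This argues against a rise of the group as the account of all 9. What sets Snrpa1 apart was not tested; changed splicing of its transcript cannot be seen in a table by gene.

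At day 2 controls with low and with high library numbers gave 14 results past the threshold over facial, hypoglossal and lumbar neurons (10, 3 and 1), against 4, 6 and 2 for SMA against control, so only in facial neurons were there more. In lumbar neurons the lower numbers lay among those of the SMA libraries. The grouping also parts female from male mice, wholly in hypoglossal and lumbar neurons. Of the 14 results 12 have a position and 0 lie on X or Y, so genes of the sex chromosomes do not account for those 12, but other differences between the sexes are not excluded. Batch, sex and single mice cannot be told apart here. In the same population 0 of the 14 were past the threshold in SMA against control. The rule for reading this test was set after its value was seen, and the reading was later changed from a fit to undecided. Hcrt was higher in the controls with higher numbers in all 3 populations, Pmch in 2, and Avp and Oxt in facial neurons. They were named after their values were seen, and the source of their reads was not tested. The same mice were the controls with higher numbers in all 3 populations, so the return of Hcrt is not independent evidence. Snrpa1, past the threshold in ocular neurons at day 2 (log2 fold change 1.373), was so as well at day 5 (1.41, SE 0.264, limma adjusted p 0.0441) and day 10 (1.292, SE 0.264, adjusted p 0.0142), where the numbers of the genotypes overlap. This argues against a batch at day 2 as the cause for Snrpa1. The other 19 ocular genes at day 2 beside Smn1 were also set against the controls with low and with high numbers apart. This decides nothing, because 1 control had a high number and the genes had been selected on all controls together. SMA libraries hold a range of numbers of their own, so batch and genotype cannot be told apart for these 19 genes. Agt, one of them (named after its values were seen), was past the threshold at day 10 (1.716, SE 0.351, adjusted p 0.0142). At day 5 it was not (0.391, SE 0.351, adjusted p 0.882), and it is left open with the rest. Of the 20 genes with Snrpa1, 1 was past the threshold in the same direction at day 5 and 2 at day 10. Some of the rest changed sign at both later ages, Msl3 and Cbx6_ann3 among them.

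The lumbar controls at day 5 had reads of an earlier deposit added, which might create differences. Of 7 lumbar genes other than Smn1 past the threshold at day 5, 6 changed in the same direction at day 10 with an unadjusted p under 0.05, where 10% of all genes had such a p. The day 10 controls had no added reads per the labels, which argues against the added reads as the cause of those 6. Depth at day 5 was 4.082 to 11.087 M reads in controls and 5.547 to 7.881 in SMA.

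Exchanged samples were looked for by sex. In 0 of 34 mice did the libraries differ in whether Xist or the sum of 4 genes of the Y chromosome was larger, which argues against exchanges between mice of different sex; exchanges between mice of the same sex would not be seen.

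The facial sample of control mouse 14 at day 2 had 48.0 RPKM of Hoxa5, a gene of more caudal nuclei, where the other 26 facial samples had at most 1.11. Of 5 other caudal Hox genes with a hypoglossal mean of at least 1, 4 were above every other facial sample. A mixed sample with neurons of a more caudal nucleus may explain this. The genes stood at 1.83% to 448% of their hypoglossal level, however, whereas a mixture should raise them by a similar share. Against vagus neurons all of them lay under the mean, so the shares over 100% depend on the nucleus chosen. Hoxa5 had 48.0 against 147 and Hoxc5 8.35 against 11. The shares were unlike there too, since Hoxb5 had 2.29 against 135. With 1 library, a mixture and other causes cannot be told apart, and the rule for reading the test was set after its value was seen.

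The SMN2 row was lower at day 10 than at day 2 in 12 of 12 comparisons within population and genotype, with log2 differences from −1.154 to −0.273, but past the threshold in 1, red nucleus controls (adjusted p 0.00412). Under quantile normalization it was past it in 2, red nucleus controls and lumbar SMA mice (adjusted p 0.0454), so the scaling does not account for the direction. The same mice enter several of the 12 comparisons. From 7.4% of genes (red nucleus controls) to 28.5% (ocular controls) fell more than this row, so a fall of this size was not rare. The row may also hold reads of the other human SMN transgene, so it cannot be read as SMN2 alone. A fall of transcripts of the human transgenes after birth may be behind it, as a hypothesis.

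The control mean of Cdkn1a was lower at day 10 than at day 2 in all 6 populations, for which no test result is given here. Its control mean went from 48.4 RPKM at day 2 to 25.4 at day 5 and 3.94 at day 10 in ocular neurons, from 27.4 to 15.5 and 7.42 in hypoglossal, from 19.55 to 10.53 and 6.85 in facial, and from 19.56 to 8.85 and 6.90 in lumbar neurons. In red nucleus it was 104, 93.9 and 45.8, and in vagus neurons 65.7, 67.87 and 40.02. Day 10 was fitted against day 2 in controls over all tested genes, as for the SMN2 row. The result for Cdkn1a was not taken from those fits, so the means are descriptive only.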
